A study of Mus musculus with 1279 samples. Its data were reported in "Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination" (2020).

How the data were processed

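Single cells from the mouse heart were sequenced with Smart-seq2, a plate-based full-length cDNA method without molecular identifiers. Each of the 1279 deposited samples was 1 cell. The labels gave for each cell the mouse strain and the number of the cluster assigned by the authors, the sort was taken from the strain and the study's methods, and the plate could be read from the cell names. There were 4 strains. C57BL6 cells had been sorted with antibodies, and the strains PdgfrbGFP, Cspg4dsRED and Acta2GFP carried fluorescent reporters under regulatory sequences of Pdgfrb, Cspg4 and Acta2. The study's text places heart clusters 1 to 5 among fibroblasts. It names no identity for clusters 6 to 8, which were taken here as mural cells, the pericytes and smooth muscle cells that wrap vessels.

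The deposited table held raw read counts per gene and cell, without normalization. Per the study's methods, the authors trimmed reads with Trim Galore and mapped them to GRCm38 with TopHat2. They also described a removal of doublets with samtools, and whether duplicate reads are meant was not stated. Reads were then counted per gene with featureCounts. The authors removed cells with few counts or few genes, cells with many genes as potential doublets, cells rich in spike-in or mitochondrial counts, cells with neither Pdgfra nor Pdgfrb, and cells with endothelial or immune signatures. No further doublet caller was run here and no cell was left out. The annotation release and the strand setting of the authors' counting were not stated. The clusters came from pagoda2 run by the authors on the same values, so genes that separate clusters were partly used to define them.

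The table had 46609 features, of which 92 were ERCC spike-ins with 1.82% of all counts. ERCC counts were kept out of library sizes and tests. Of the 46517 genes, 28932 had at least 1 count, and 46005 were matched by Ensembl identifier to the GENCODE M21 annotation of GRCm38, which gave all coordinates. The remaining 512 had no coordinates. Totals per cell with ERCC ran from 50667 to 1308589 and features per cell from 1643 to 9412. Without ERCC, 2 cells had under 50000 counts. The highest mitochondrial share was 10.3%. No count of Pdgfra or Pdgfrb was present in 31 cells. The table held 1279 cells, and no columns were identical. Reads without molecular identifiers are not independent molecules, so all intervals and limits cover counting error only.

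Cells were not treated as replicates. The labels name no animal. Mice of different strains are different animals, so the strain was the replicate unit, and strain, sort and plate cannot be separated. Per the study's methods, elastase was added to the tissue digestion for Acta2GFP, so digestion is confounded with this strain too. PdgfrbGFP, Cspg4dsRED and Acta2GFP each came from 1 plate, and C57BL6 from 3 plates, 1 of which gave 1 cell. Counts were summed per strain and side of a comparison, and a sum needed 3 cells or more on both sides of the strain. The 8 comparisons were fibroblasts against mural cells, cluster 1 against clusters 2 to 5, cluster 6 against clusters 7 and 8, cluster 8 against cluster 7, and each of clusters 2, 3, 4 and 5 against the others of these 4. Sums were compared with the edgeR quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) after TMM normalization and filterByExpr with a minimum count of 10. P-values were adjusted by the Benjamini-Hochberg method and compared with 0.05. Counts of genes with an absolute log2 fold change of 2 or more were also taken. The standard error was the absolute log2 fold change divided by the square root of F. Fold changes within a strain were calculated with a pseudocount of 1 CPM, which makes them smaller than fitted ones for genes near 0.

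The design, the named genes, the gene lists and all alternatives but 2 were fixed before the data were examined. Named genes were those taken from the study's text and, per comparison and direction, the 5 with the largest fold change. The latter had an adjusted p under 0.05 in edgeR, the same direction in every strain, and a count in 30% or more of the cells of the higher side. The study lists covered fibroblast genes, mural genes, common markers missing from its lists, cluster 1 genes, genes of its Sost and Cbr2 cells (taken as cluster 6), pericyte genes and smooth muscle genes. These are genes named in the running text, and the full lists of the study are longer. Of the mural genes, Rgs5, Acta2 and Cspg4 are not named there as part of its mural list and were added here. Cell type markers were listed for fibroblasts, mural cells, smooth muscle cells, pericytes, endothelial, immune, Schwann and cardiac muscle cells and for sex. Study lists were chosen by the study on these and other cells.

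Similarity of cells within fibroblasts and within mural cells was the mean pairwise Pearson correlation of log2(CPM + 1) over genes with a mean CPM of 10 or more. Each cell was thinned to 50000 counts, which left out 2 cells below that depth. For each of 100 draws, which were averaged, 25 cells were drawn per strain and side, or all cells where fewer were left. Strains were compared with a two-sided exact sign-flip permutation test. Variation of a list of 154 extracellular matrix genes between clusters was the SD of log2(CPM + 1) over clusters within a strain, averaged over strains. The list median was ranked among 10000 random lists matched on deciles of mean expression over all cells. Clusters with fewer than 3 cells in a strain were left out, so the strains did not all cover the same clusters. The summed CPM of 16 immediate early genes was compared between clusters 2 to 5 within a strain. Shares of cells carried 95% Wilson intervals, and the limit given beside a count of 0 is 3 counts of the total, which is lower than the Wilson limit. For reads assigned to a wrong well, the CPM of Rgs5, Acta2, Myh11 and Tagln in fibroblast wells was correlated (Spearman) with the summed counts of the gene in mural wells of the same row or column. The index layout was not stated, and wells of a row or column were assumed to share 1 index. Each plate with 10 or more mural cells was tested against 100000 shuffles of well positions, one-sided. As mural wells lay in blocks of rows on some plates, positions were also shuffled only among rows with 30% or more mural wells and among the other rows.

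Alternatives for the gene counts were DESeq2 size factors in edgeR, DESeq2 1.42.0, no filter on low counts, strain as a block, limma 3.58.1 on log2 of the mean CPM, plate in place of strain, 10 cells or more per sum, and each strain left out. Alternatives for other results changed pseudocounts, filters, lists, thinning, correlation, the small clusters and source wells. Sums of the same strain came from the same plate in the reporter strains. In C57BL6 all mural cells came from plate heart_203s, and the fibroblasts also from other plates, so the pairing is partial there. Their deviations from the group means correlated in 27 pairs by 0.0227 to 0.271 with a median of 0.137, and 21 pairs lay above 0.1. The blocked value is therefore given where it moved a count.

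The count tests were tested on simulated counts with the means, library sizes and dispersions of the real sums, in which 200 genes were changed by 2-fold, 4-fold, 8-fold or 16-fold before filtering. With the estimated dispersion, edgeR recovered 22.2% of the changed genes that remained after filtering in fibroblasts against mural cells (14557 genes), 20.0% for cluster 1 (12608 genes), 2.06% for cluster 6 (11565 genes) and 2.13% for cluster 8 against cluster 7 (11300 genes). The shares were 23.6%, 9.60%, 25.1% and 32.8% for clusters 2, 3, 4 and 5 (13342, 14364, 13556 and 15385 genes). At most 2 unchanged genes were called by edgeR per comparison, while DESeq2 called 64 to 189. With a 10-fold lower dispersion these were 3 to 17 in edgeR and 21 to 65 in DESeq2. DESeq2 also recovered more changed genes with the estimated dispersion. Its shares were 43.8% in fibroblasts against mural cells, 44.7% for cluster 1, 13.4% for cluster 6 and 17.0% for cluster 8 against cluster 7. For clusters 2, 3, 4 and 5 they were 42.4%, 21.2%, 37.7% and 51.0%. The simulated sums carried no pairing within strains, unlike the data. With a 10-fold lower dispersion, edgeR recovered 93.5% in fibroblasts against mural cells (15012 genes) and 64.3% for cluster 6 (12045 genes). Further calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and matplotlib 3.10.9 for plots.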

Results

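The data were read counts from 1279 single cells of the mouse heart, 926 in the study's fibroblast clusters 1 to 5 and 353 in its mural clusters 6 to 8. Clusters 1 to 8 held 70, 219, 112, 233, 292, 39, 118 and 196 cells. The study located cluster 1 in the valves and hinge regions of the heart, by staining of the WIF1 and CYP2E1 proteins and of Wif1 RNA. It held that cluster 1 was likely valve interstitial cells, and that heart cells with Sost and Cbr2 were likely smooth muscle cells of large vessels. Its text names no identity for clusters 6 to 8. They were taken here as those cells, vascular smooth muscle cells and pericytes, an assumption made in advance. C57BL6 gave 581 cells, PdgfrbGFP 364, Cspg4dsRED 163 and Acta2GFP 171. Total counts per cell without spike-ins ran from 46268 to 1302397 with a median of 274504, and 1626 to 9383 genes were detected per cell with a median of 4045. Median counts per cell were 296338 in C57BL6, 245768 in PdgfrbGFP, 254631 in Cspg4dsRED and 301141 in Acta2GFP. The corresponding medians of detected genes were 4125, 3358, 4265 and 6388. The strains were the replicates, each strain had its own sort and plates, and the clusters had been made from the same counts.

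The share of each cluster per strain shows what each capture gave, with strain, sort and plate together, and for Acta2GFP also the digestion with elastase. Cluster 5 made up 31.7% of C57BL6 cells (95% Wilson interval 28.0 to 35.6%) and 28.8% of PdgfrbGFP cells (24.4 to 33.7%). It made up 0.613% of Cspg4dsRED cells (0.108 to 3.39%) and 1.17% of Acta2GFP cells (0.321 to 4.16%). Cluster 6 made up 20.2% of Cspg4dsRED cells (14.8 to 27.1%), 0.516% of C57BL6 cells and 1.75% of Acta2GFP cells. In PdgfrbGFP it had 0 of 364 cells, which allows a share of up to 0.824% by the rule of 3 counts. The largest share of cluster 7 was 46.0% in Cspg4dsRED, that of cluster 8 was 32.7% in PdgfrbGFP, and that of cluster 1 was 15.2% in Acta2GFP. No test was possible with 1 capture per reporter strain. Both C57BL6 plates with more than 1 cell differed in cluster 8, which had 33 of 329 cells on plate heart_203s and 0 of 251 cells on plate heart_316s, a share of up to 1.20%.

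**Figure D1:**
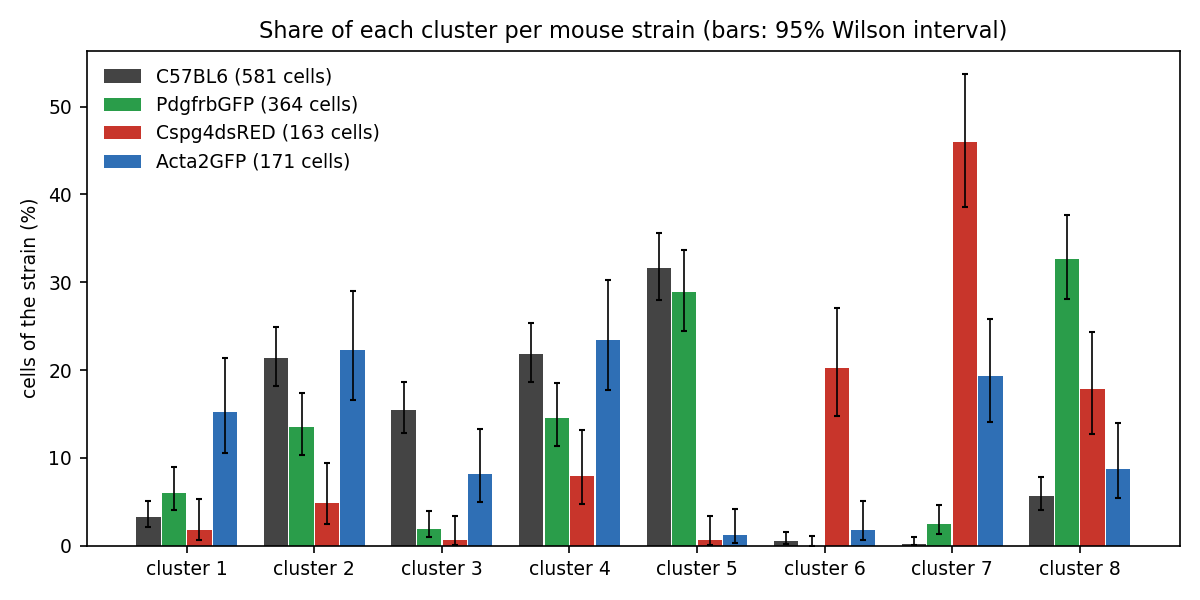
Percent of cells of each strain (y axis) in clusters 1 to 8 (x axis), with bars for the 4 strains and 95% Wilson intervals that cover counting error only. Cluster 5 stands at 31.7% and 28.8% in C57BL6 and PdgfrbGFP and at 0.613% and 1.17% in Cspg4dsRED and Acta2GFP.

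Marker lists fixed in advance were summed as CPM per cluster and averaged over strains. The 5 fibroblast markers lay between 11878 and 14070 CPM in clusters 1 to 5, at 6274 ± 5385 CPM (SD, n = 3 strains) in cluster 6 (12491 CPM in the 3 cells of C57BL6, 3223 CPM in Cspg4dsRED and 3108 CPM in Acta2GFP), at 546 ± 234 CPM (n = 3) in cluster 7 and at 1716 ± 1092 CPM (n = 4) in cluster 8. The 5 mural markers lay between 51.6 and 351 CPM in clusters 1 to 5 and at 1693, 7523 and 9440 CPM in clusters 6, 7 and 8. The 4 smooth muscle markers reached 11450 CPM in cluster 6, 12725 CPM in cluster 7 and 1510 CPM in cluster 8. The 4 pericyte markers, of which Rgs5 was also a mural marker, reached 303 CPM in cluster 6, 4773 CPM in cluster 7 and 17298 CPM in cluster 8. Endothelial markers (7 genes) stayed at or below 118 CPM, immune markers (5 genes) at or below 64.9 CPM and Schwann cell markers (3 genes) at or below 3.90 CPM in every cluster. The 9 cardiomyocyte markers ranged from 45.9 CPM in cluster 5 to 1579 ± 395 CPM (n = 3) in cluster 7, where Pln alone had 1141 CPM and a count in 95.8% of cells. The 4 male genes lay between 102 and 252 CPM, and the female gene Xist at or below 8.93 CPM.

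Fibroblasts were compared with mural cells to find genes that tell the 2 apart. The sums held 544, 236, 26 and 120 fibroblasts and 37, 128, 137 and 51 mural cells in C57BL6, PdgfrbGFP, Cspg4dsRED and Acta2GFP, with 8634092 to 165964970 counts per sum. Of 15117 genes tested, 896 had an adjusted p under 0.05 in edgeR, 525 higher and 371 lower in fibroblasts, and 726 of these had an absolute log2 fold change of 2 or more. The alternative that moved the count most was DESeq2, with 1926 genes. Leaving out 1 strain gave 429 genes without C57BL6, 415 without PdgfrbGFP, 409 without Acta2GFP and 605 without Cspg4dsRED.

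The genes named in the text of the study are examples from longer lists of markers common to its 4 organs, which were not analysed here. All 9 fibroblast genes so named were higher in fibroblasts in 4 of 4 strains and passed the threshold in edgeR, and all 9 passed when adjusted over the list alone. From its mural list the study named Des, Mcam, Tagln and Notch3, and Rgs5, Acta2 and Cspg4 were added here. All 7 were lower in fibroblasts in 4 of 4 strains, 6 passed, and 7 passed when adjusted over the list alone. Since the study chose most of these genes on these and other cells, the list counts are not independent evidence. Pdgfra (ENSMUSG00000029231, GRCm38 chromosome 5, 75152292 to 75198215) had 476 ± 42.0 CPM in fibroblasts and 7.92 ± 3.57 CPM in mural cells (SD, n = 4 strains). Its log2 fold change was 5.91 (SE 0.39, edgeR adjusted p 9.89e-05). Col1a1 (ENSMUSG00000001506, chromosome 11, 94936224 to 94953042) had 2264 ± 331 and 443 ± 79.9 CPM, a log2 fold change of 2.35 (SE 0.25, edgeR adjusted p 0.000605). Notch3 (ENSMUSG00000038146, chromosome 17, 32120820 to 32166852) had 21.1 ± 7.96 CPM in fibroblasts and 623 ± 40.0 CPM in mural cells, a log2 fold change of -4.89 (SE 0.38, edgeR adjusted p 0.000118). Rgs5 (ENSMUSG00000026678, chromosome 1, 169655501 to 169695813) had 59.9 ± 59.3 and 5617 ± 3781 CPM, a log2 fold change of -6.55 (SE 0.93, edgeR adjusted p 0.00291). The other 7 fibroblast genes (Col1a2, Col5a1, Loxl1, Lum, Fbln1, Fbln2 and Cd34) had log2 fold changes of 1.85 to 5.67. Des, Mcam, Tagln and Acta2 had -6.13 to -3.67. Counts of Rgs5, Acta2 and Tagln in fibroblast wells rose with those in mural wells of the same row or column, and some counts of Acta2 lay above 1 read per base of the gene. Loxl1, Mcam, Tagln and Acta2 no longer passed without some of the strains. The adjusted p in edgeR was 0.158 for Loxl1 without C57BL6, 0.0711 without Cspg4dsRED and 0.101 without Acta2GFP. It was 0.0751 for Mcam without PdgfrbGFP and 0.0919 without Acta2GFP. For Tagln it was 0.0533 without PdgfrbGFP, 0.0663 without Cspg4dsRED and 0.0607 without Acta2GFP in edgeR. For Acta2 it was 0.0790, 0.104 and 0.0549 without the same strains in edgeR. With strain as a block, Loxl1 had an edgeR adjusted p of 0.0758. Over all alternatives the lowest adjusted p of each of these 4 genes came from DESeq2, at 0.000586, 3.18e-08, 9.76e-07 and 2.4e-05. Among all 29 named genes of this comparison, 2 lost the threshold without C57BL6, 4 without PdgfrbGFP, 4 without Cspg4dsRED and 4 without Acta2GFP. Without clusters 1 and 6, 1 named gene lost it.

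Cspg4 (ENSMUSG00000032911, chromosome 9, 56865033 to 56899870) had 33.5 ± 50.9 CPM in fibroblasts and 512 ± 266 CPM in mural cells (SD, n = 4 strains). Its log2 fold change of -3.94 (SE 1.15) did not pass in edgeR (adjusted p 0.0798), although it was lower in fibroblasts in 4 of 4 strains. Within strains it was -7.41 in C57BL6, -6.87 in PdgfrbGFP, -2.77 in Cspg4dsRED and -2.85 in Acta2GFP. Without Cspg4dsRED the edgeR value was -5.75 (adjusted p 0.0274), and the adjusted p was 0.00140 in DESeq2 and 0.00727 in limma. Over all alternatives it ran from 0.00140 to 0.231, the latter in edgeR without PdgfrbGFP. In Cspg4dsRED fibroblasts Cspg4 stood at 114 CPM, against 2.01, 4.13 and 19.4 CPM in C57BL6, PdgfrbGFP and Acta2GFP. The genes beside it were also higher in this strain. Snupn (ENSMUSG00000055334, chromosome 9, 56950878 to 56983206) had 355 CPM in Cspg4dsRED mural cells and 14.1, 12.9 and 18.9 CPM in those of C57BL6, PdgfrbGFP and Acta2GFP. In fibroblasts Snupn had 364 CPM in Cspg4dsRED and 24.7, 37.2 and 18.4 CPM in the others. The next gene, Ptpn9, was not raised, with 91.3 CPM in Cspg4dsRED mural cells and 70.0 to 144 CPM in the others. These values are single sums without an error.

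**Figure D2:**
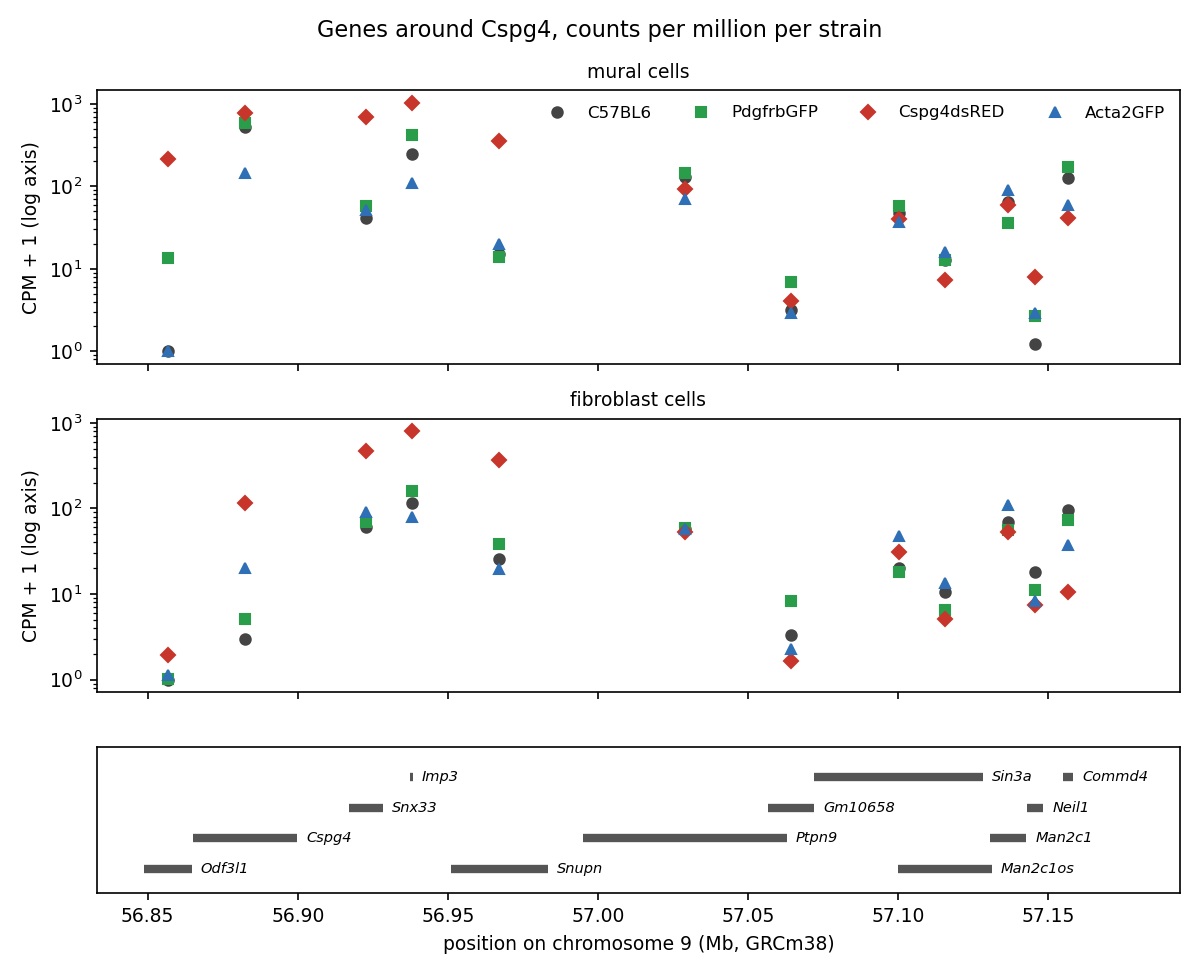
CPM + 1 (y axes, log scale) of genes along GRCm38 chromosome 9 (x axis, Mb) in mural cells and fibroblasts, with 1 point per strain and a map of the genes at the bottom. Odf3l1, Cspg4, Snx33, Imp3 and Snupn are higher in Cspg4dsRED mural cells than in those of the other strains, and Ptpn9 is not.

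The study noted that S100a4 was missing from its fibroblast list and Pdgfrb and Anpep from its mural list. Of the 3, 1 passed in edgeR, and 1 when adjusted over the list alone. Pdgfrb was lower in fibroblasts in 4 of 4 strains (log2 fold change -2.72, SE 0.48, edgeR adjusted p 0.00926), and without C57BL6 the edgeR adjusted p was 0.0716, the highest among the alternatives, against 1.48e-06 in DESeq2, the lowest. S100a4 had 1.46 (SE 0.98, edgeR adjusted p 0.548) and was higher in 4 of 4 strains. Anpep had 0.18 (SE 0.65, edgeR adjusted p 0.940), was higher in 2 of 4 strains, and changed sign to -0.13 without Cspg4dsRED and -0.19 without Acta2GFP.

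**Figure D3:**
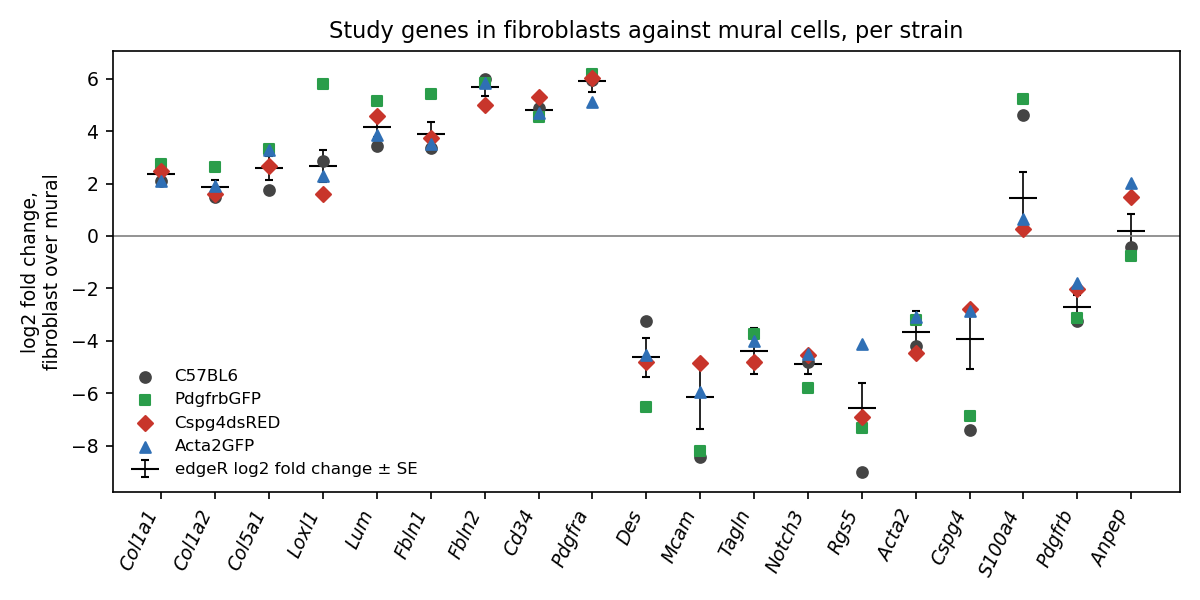
Log2 fold change of fibroblasts over mural cells (y axis) for 19 genes taken from the study (x axis), with 1 point per strain and the edgeR estimate with its SE in black. The 9 fibroblast genes lie above 0 and the 7 mural genes below 0 in every strain, and Cspg4 runs from -7.41 in C57BL6 to -2.77 in Cspg4dsRED.

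By the rule for named genes, 565 genes qualified in fibroblasts against mural cells, 291 higher and 274 lower. Those with the largest increase were Gm36535, Enc1, Cd83, P2ry1 and Gsta3, with log2 fold changes of 6.83 to 7.32. Gsta3 (ENSMUSG00000025934, chromosome 1, 21240589 to 21265661) had 167 ± 44.4 CPM in fibroblasts and 1.52 ± 0.971 CPM in mural cells (SD, n = 4 strains; SE 0.62, edgeR adjusted p 0.000349). Among those with a large decrease were Trac, Inpp4b, Gm38287 and Nrarp, with -8.64 to -8.50. Gm38287 lies at 25180781 to 25183339 of chromosome 2, inside Nrarp at 25180758 to 25183339 on the opposite strand, so both values are uncertain, as reads may be shared.

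Cluster 1 was compared with clusters 2 to 5 to find genes of the likely valve interstitial cells. It had 19, 22, 3 and 26 cells in C57BL6, PdgfrbGFP, Cspg4dsRED and Acta2GFP, and sums of 810367 to 160048371 counts. Of 13201 genes tested, 176 passed in edgeR, 74 higher and 102 lower in cluster 1, and 158 of these had an absolute log2 fold change of 2 or more. With strain as a block 98 genes passed. Without C57BL6, PdgfrbGFP, Cspg4dsRED and Acta2GFP in turn, 35, 48, 110 and 26 genes passed. The 5 genes named by the study all passed and were higher, and all 5 passed when adjusted over the list alone, on a list that the study chose on these cells. Wif1 (ENSMUSG00000020218, chromosome 10, 121033960 to 121100650) had 1420 ± 493 CPM in cluster 1 and 2.69 ± 2.68 CPM in clusters 2 to 5 (SD, n = 4 strains), a log2 fold change of 9.01 (SE 1.07, edgeR adjusted p 0.00236). Comp, Thbs1 and Fmod had 3.29 to 5.21 and were higher in 4 of 4 strains, and in 2 cells the count of Fmod lay above 1 read per base. Cyp2e1 had 5.93 (SE 1.22, edgeR adjusted p 0.0425) and was higher in 3 of 4 strains, with -0.15 in Cspg4dsRED. The study also showed the CYP2E1 protein in the valves by immunofluorescence, which the RNA counts here do not test. Cyp2e1 no longer passed in edgeR with strain as a block (adjusted p 0.138), without C57BL6 (0.215), without PdgfrbGFP (0.192) or without Acta2GFP (0.168), nor in limma (0.0937), while DESeq2 gave the lowest adjusted p among the alternatives, 1.03e-06. The rule named Cyp26a1, Uts2r, Wif1, Scx and Cadm1 among 63 higher genes and Ifi211, 6030408B16Rik, Hmcn2, Scara5 and Ccl7 among 61 lower genes. Cyp2e1 was not the only named gene that depended on the setting. Of the 14 named genes of this comparison, 3 lost the threshold in edgeR with strain as a block. Without C57BL6 4 lost it, without PdgfrbGFP 4 and without Acta2GFP 6, with Cyp2e1 included in each count. Cyp26a1 (ENSMUSG00000024987, chromosome 19, 37697798 to 37701536) had 299 ± 160 and 0.250 ± 0.174 CPM, a log2 fold change of 10.03 (SE 0.88, edgeR adjusted p 0.000452). Scara5 (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826) had 3.39 ± 2.91 and 435 ± 133 CPM, a log2 fold change of -6.82 (SE 0.68, edgeR adjusted p 0.00102).

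Cluster 6 was compared with clusters 7 and 8 to find genes of the cells taken as large-vessel smooth muscle. It had 3, 33 and 3 cells in C57BL6, Cspg4dsRED and Acta2GFP, and sums of 1020801 to 24580579 counts. Of 12117 genes tested, 4 passed in edgeR, and 695 had an unadjusted p under 0.05. These were Casq2, Steap4, Sept4 and S1pr3, all lower in cluster 6 in 3 of 3 strains, with log2 fold changes of -7.83 to -6.97. Steap4 (ENSMUSG00000012428, chromosome 5, 7960457 to 7982213) had 6.61 ± 1.96 CPM in cluster 6 and 1466 ± 1338 CPM in clusters 7 and 8 (SD, n = 3 strains; SE 0.85, edgeR adjusted p 0.00886). With strain as a block 107 genes passed, 51 higher and 56 lower, and DESeq2 gave 341. In edgeR 20 genes passed without C57BL6 and 63 without Acta2GFP. Without Cspg4dsRED edgeR gave 0 genes, with 1254 at an unadjusted p under 0.05, and the other tools were not run on that subset. The list of genes of the Sost and Cbr2 cells, taken from the text of the study, was tested on cluster 6. All 7 were higher by the fitted value, 0 passed over all genes in edgeR, and 3 passed when adjusted over the list alone, which is not independent evidence. Itga8 (ENSMUSG00000026768, chromosome 2, 12106632 to 12301922) had 1174 ± 693 and 142 ± 61.6 CPM, a log2 fold change of 3.05 (SE 0.67, edgeR adjusted p 0.214), and 0.000415 to 0.409 over the alternatives in edgeR, DESeq2 and limma, the lowest with strain as a block. Sost, Cbr2, Ccn3, Eln and Actg2 had values above 0, up to 8.69 for Sost, and with the block Sost (edgeR adjusted p 0.00281), Ccn3 (0.000554) and Eln (8.06e-11) also passed. Over the alternatives in edgeR, DESeq2 and limma the adjusted p ran from 1.86e-05 to 0.494 for Sost, from 0.000554 to 0.815 for Ccn3 and from 8.06e-11 to 0.412 for Eln, for which DESeq2 gave no adjusted p. In C57BL6 the fold changes of Sost and Cbr2 were 0, and the summed fibroblast markers of these 3 cells were at the level of clusters 1 to 5. Pdgfra alone averaged 10.0 CPM over the strains of cluster 6, against 130 to 558 CPM in clusters 1 to 5. The 7 listed mural genes summed to 7787 CPM in these 3 cells, against 59.0 to 411 CPM in clusters 1 to 5 of C57BL6. Acta2, Myh11 and Tagln had a count in all 39 cells of cluster 6. The 3 cells thus carried both fibroblast and mural genes, and their identity is uncertain. Actc1 had 2.78 (SE 1.53, edgeR adjusted p 0.994), with -5.86 in C57BL6, 1.06 in Cspg4dsRED and 5.22 in Acta2GFP, and limma gave the opposite sign, -0.08.

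Cluster 8 was compared with cluster 7 to find genes that separate the cells taken as pericytes from those taken as smooth muscle. Cluster 8 had 119, 29 and 15 cells and cluster 7 had 9, 75 and 33 cells in PdgfrbGFP, Cspg4dsRED and Acta2GFP, with 2038163 to 18542836 counts per sum. Of 11867 genes tested, 23 passed in edgeR, 10 higher and 13 lower in cluster 8. DESeq2 size factors in edgeR gave 12 higher and 33 lower, and strain as a block gave 82 genes. Without Cspg4dsRED 13 genes passed, and without Acta2GFP 124. Without PdgfrbGFP edgeR gave 0 genes, with 1514 at an unadjusted p under 0.05, and the other tools were not run on that subset. Kcnj8 (ENSMUSG00000030247, chromosome 6, 142564837 to 142571614) had 3679 ± 2919 CPM in cluster 8 and 60.0 ± 15.1 CPM in cluster 7 (SD, n = 3 strains), a log2 fold change of 5.94 (SE 0.75, edgeR adjusted p 0.0124), and an adjusted p of 0.230 without PdgfrbGFP, the highest among the alternatives, the lowest being 1.22e-30 without a filter. Rgs5, the other listed pericyte gene, had 0.45 (SE 0.53, edgeR adjusted p 0.989), and -0.14 with DESeq2 size factors. Of these 2 genes, 1 passed over all genes and 1 when adjusted over the list alone. The listed smooth muscle genes Acta2, Myh11 and Tagln were lower in 3 of 3 strains, with -2.34 (SE 0.51), -3.71 (SE 1.01) and -2.73 (SE 0.70). Their edgeR adjusted p-values of 0.126, 0.221 and 0.184 did not pass over all genes, and 3 of 3 passed when adjusted over the list alone. Both lists were chosen by the study on these and other cells. With strain as a block all 3 passed, with an edgeR adjusted p of 0.0195 for Acta2, 0.0133 for Myh11 and 0.0286 for Tagln. Without Acta2GFP it was 3.15e-15, 3.58e-22 and 1.34e-11, the lowest among the alternatives, while the highest in edgeR were 0.337, 0.394 and 0.508. The rule also named Tspan15, Ttyh2, Cp and Colec11 with 5.92 to 8.38, and Sgca, Grip2, Entpd1, Net1 and Prkag2 with -8.51 to -7.34. In 2 cells the count of Colec11 lay above 1 read per base. Entpd1 (ENSMUSG00000048120, chromosome 19, 40612366 to 40741602) had 4.17 ± 4.20 CPM in cluster 8 and 899 ± 124 CPM in cluster 7 (log2 fold change -7.77, SE 0.94, edgeR adjusted p 0.0124).

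The study left open whether its main fibroblast clusters 2 to 5 differ. Each was compared with the other 3, and edgeR called 0 genes in each comparison. Cluster 2 (13870 genes tested, 4 strains) had 641 genes at an unadjusted p under 0.05, with 169 called by DESeq2 and 0 by limma. Cluster 3 (14803 genes, 3 strains) had 895, with 387 by DESeq2, 2 by limma (Smoc2 and Fbln2, chosen after their values were seen) and 35 in edgeR with strain as a block. Cluster 4 (14104 genes, 4 strains) had 670, with 184 by DESeq2 and 15 by limma, and 1 gene in edgeR without Cspg4dsRED (Sept4, chosen after its value was seen). Cluster 5 (16214 genes, 2 strains) had 630, with 124 by DESeq2 and 0 by limma. DESeq2 also called 64 to 189 unchanged genes in the simulated sums at the estimated dispersion.

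The study held that mural cells are less heterogeneous than fibroblasts, within and between its organs, from clusters and plots of cell similarity. The correlations here cover the heart alone and are another measure. The mean correlation between 2 cells was 0.317 ± 0.0170 within fibroblasts and 0.293 ± 0.0258 within mural cells (SD, n = 4 strains, 10098 genes). The difference was 0.0238 ± 0.0121, with fibroblasts higher in 4 of 4 strains (exact permutation p 0.125, the smallest that 4 strains allow). The alternative that moved it most used 2176 genes with a mean CPM of 100 or more, which gave -0.0190 ± 0.0277 with 2 of 4 strains on either side (exact permutation p 0.5). Median ERCC shares in C57BL6, PdgfrbGFP, Cspg4dsRED and Acta2GFP were 2.93, 4.71, 2.21 and 1.28% in mural cells. In fibroblasts they were lower, at 1.85, 1.96, 1.28 and 0.907%. Thinning made the depth equal but not the RNA content of cells, so the difference was not separated from RNA content.

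Extracellular matrix genes were compared with random lists to see whether they vary more between clusters. Between fibroblast clusters the median SD of log2(CPM + 1) of 154 genes was 1.16, against 0.758 for random lists matched on expression, and it exceeded all 10000 of them. Without clusters 1 and 6 it lay at percentile 97.4. Between mural clusters the median was 1.28 against 1.15, at percentile 90.9. The mural percentile was 3.69 in C57BL6, 0 in PdgfrbGFP, 100 in Cspg4dsRED and 99.9 in Acta2GFP. It fell to 35.5 without Cspg4dsRED. The percentiles describe these libraries and are no test across animals.

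Immediate early genes respond to tissue dissociation, which the study named as a possible source of clusters. In cluster 5 the log2 ratio of their summed CPM over clusters 2 to 4 was 0.54 ± 0.16 (SD, n = 2 strains; exact permutation p 0.5, the smallest possible). In cluster 3 it was 0.22 ± 0.07 (n = 3; exact permutation p 0.25, the smallest possible). In clusters 2 and 4 it was -0.24 ± 0.23 and -0.32 ± 0.32 (n = 4), each lower in 3 of 4 strains, with an exact permutation p of 0.25. Averaged over genes in place of summed, the cluster 3 value was 0.01, the largest shift among the alternatives.

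Wells of a plate were assumed to share index sequences along rows and columns, a layout that the study did not state. Of 16 pairs of a mural gene (Rgs5, Acta2, Myh11 or Tagln) and a plate, 14 had an adjusted p under 0.05 in the permutation test of well positions. In these wells the CPM of the gene in fibroblasts rose with its counts in mural wells of the same row or column. Spearman correlations across wells ran from 0.235 to 0.753, and all 16 were above 0. The smallest p of 1e-05, the smallest 100000 shuffles give, corresponded to an adjusted p of 1.45e-05 in the permutation test. The exceptions were Rgs5 (0.307, permutation p 0.0626, adjusted 0.0668) and Acta2 (0.235, permutation p 0.121, adjusted 0.121) on plate heart_517s, which had 26 fibroblast wells. Using columns alone left 6 pairs, the largest change among the alternatives. Mural wells lay in blocks of rows on plates heart_320s (126 of 128 in rows A to I) and heart_683s (45 of 51 in rows A to C). With positions shuffled only within such blocks, a test chosen after the layout was seen, 13 of 16 pairs passed. Acta2 on plate heart_683s no longer did (permutation p 0.0887, adjusted 0.101). Plate heart_203s had no block rich in mural wells, so its shuffle was again that of the whole plate.

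**Figure D4:**
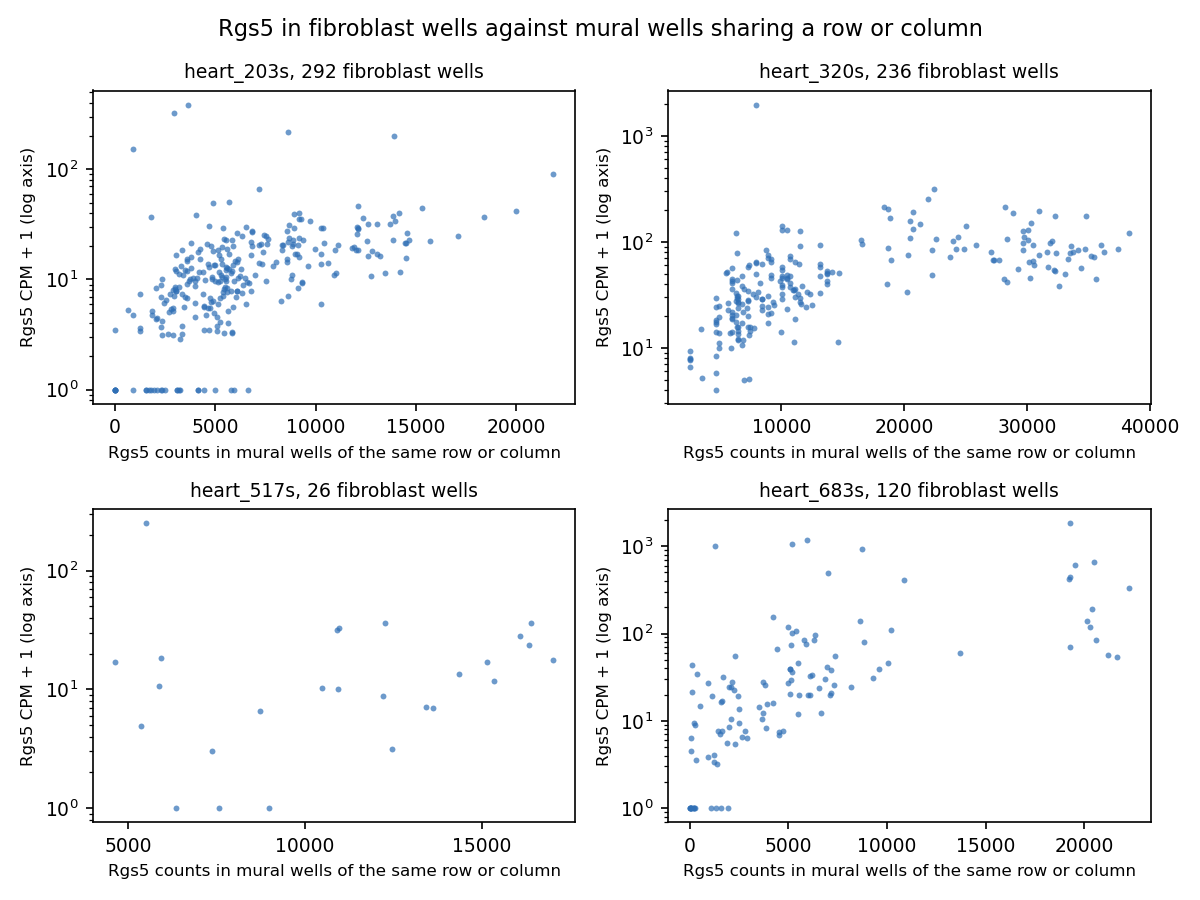
Rgs5 CPM + 1 in fibroblast wells (y axis, log scale) against Rgs5 counts summed over mural wells of the same row or column (x axis), with 1 panel per plate and 1 point per well. The Spearman correlations are 0.642 on heart_203s, 0.722 on heart_320s, 0.307 on heart_517s and 0.753 on heart_683s.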

Values the study reported

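The study reported 1279 heart cells after quality control, out of 6158 cells from all of its organs, taken from 24 male mice in total.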

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

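The comparison of Fbln2, Cd83, Gsta3 and Inpp4b with one another was made only after their values were seen. A strain was singled out where its gap to the nearest other strain took up most of the range of the 4 strains, by Dixon's test at 95%. By chance about 1 in 20 items would meet this. Of 61 items tested, 5 did, against 3.05 by chance, so the number of such items says little.

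Cluster 6 made up 20.2% of Cspg4dsRED cells, far from the other strains (0 to 1.75%). Each reporter strain had 1 capture and its own sort, so strain, sort and capture cannot be told apart here, and a difference between the strains themselves stays open and untested. The depth of the cells does not separate this strain, since its median of 254631 counts per cell lies between those of PdgfrbGFP and C57BL6.

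Within Cspg4dsRED the log2 fold change of fibroblasts over mural cells was 4.98 for Fbln2, below the 5.83 to 5.99 of the other strains. It was 6.67 for Cd83 and 7.23 for Gsta3, above the 5.18 to 5.31 and 5.67 to 5.80 of the others. Within Acta2GFP it was -5.35 for Inpp4b, against -6.54 to -6.42 elsewhere. The sums of Cspg4dsRED rested on 26 fibroblasts, the fewest of the 4. Reads exchanged between wells assumed to share an index, which 14 of 16 tests of mural genes pointed to, were not tested for these genes. The Cspg4dsRED plate had the fewest fibroblast wells among those tested, so such exchange would raise Cd83, Gsta3 and Fbln2 alike in that strain, and Fbln2 went the other way. With strain, sort and plate confounded, and for Acta2GFP also the digestion with elastase, no technical explanation was excluded. A strain difference stays open and untested.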

How the results depend on the processing

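The alternatives that left out source wells within 2 positions and that shuffled wells within blocks of rows were chosen after seeing the data. They gave 14 and 13 gene and plate pairs, against 14 of 16 with all mural source wells.

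For fibroblasts against mural cells, size factors, no filter, the strain block, the plate as unit, 10 cells per sum and leaving out clusters 1 and 6 gave 727 to 1049 genes, within 1.5 times the 896 of edgeR. DESeq2 gave 1926 (889 of the 896 among them) and limma 1394 (841 among them). Without 1 strain the count ran from 409 (without Acta2GFP) to 605 (without Cspg4dsRED), with 415 without PdgfrbGFP and 429 without C57BL6. The cause was not tested beyond the smaller number of strains.

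For cluster 1, where edgeR gave 176 genes, DESeq2 gave 689 (174 shared), the strain block 98 (87 shared), limma 312 (164 shared) and 10 cells per sum 110 (90 shared). Size factors, no filter and the plate as unit gave 180, 147 and 249. The value with 10 cells per sum equals leaving out Cspg4dsRED, the highest of the values without 1 strain. The lowest was 26 (without Acta2GFP), with 35 without C57BL6 and 48 without PdgfrbGFP.

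For cluster 6, where edgeR gave 4 genes, DESeq2 gave 341, no filter 100 and the strain block 107, each with all 4 among them. DESeq2 size factors gave 6. Limma gave 5 (Steap4, Rgs5, Casq2, Col1a2 and S1pr3, of which Rgs5 and Col1a2 were chosen after their values were seen). Without 1 strain the count ran from 0 (without Cspg4dsRED, edgeR, 1254 at an unadjusted p under 0.05) to 63 (without Acta2GFP), with 20 without C57BL6. The plate as unit used the same sums. A fit with 10 cells per sum was not possible, since only Cspg4dsRED had as many.

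For cluster 8 against cluster 7, where edgeR gave 23 genes, DESeq2 size factors gave 45 (20 shared, 12 higher and 33 lower), DESeq2 380 (20 shared), no filter 201, the strain block 82 and limma 45 (20 shared). Without 1 strain the count ran from 0 (without PdgfrbGFP, edgeR, 1514 at an unadjusted p under 0.05) to 124 (without Acta2GFP, 23 shared), with 13 without Cspg4dsRED. With 10 cells per sum it was also 0 in edgeR, since that leaves out PdgfrbGFP. The plate as unit used the same sums.

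For clusters 2, 3, 4 and 5, where edgeR gave 0 genes (641, 895, 670 and 630 at an unadjusted p under 0.05), DESeq2 gave 169, 387, 184 and 124. Without a filter edgeR gave 2 (Comp and Cpe), 19, 5 (Prg4, Hsd11b1, Igfbp3, Anxa8 and Nbl1) and 31. With the plate as unit it gave 24, 19, 22 and 1 (Inmt). Limma gave 0, 2 (Smoc2 and Fbln2), 15 and 0. The strain block gave 35 for cluster 3 and 0 for the other 3 in edgeR. Without 1 strain the count for cluster 4 ran from 0 to 1 (Sept4, without Cspg4dsRED), and for clusters 2 and 3 it stayed at 0 in edgeR. For cluster 5 leaving out a strain leaves 1 sum per side and no residual degrees of freedom, so it was not run. These names were chosen after their values were seen. Where counts moved, the cause was not tested.

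With DESeq2 size factors the median log2 fold change of all genes moved from -0.32 to -0.17 for cluster 6, from 0.18 to 0.04 for cluster 8 against cluster 7 and from -0.13 to 0.04 for cluster 3. Relative to these medians small fold changes such as that of Rgs5 in cluster 8 have no firm direction.

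Of 740 values of named genes under the alternatives, 639 kept their direction and side of the threshold, 68 lost the threshold, 28 gained it and 5 changed sign. The sign changes were Anpep in fibroblasts against mural cells, -0.13 without Cspg4dsRED and -0.19 without Acta2GFP (range without 1 strain -0.19 to 0.68, the latter without PdgfrbGFP), Actc1 in cluster 6 in limma (-0.0789), and Rgs5 in cluster 8 with DESeq2 size factors (-0.14) and DESeq2 (-0.14). None of these 5 passed the threshold. Over the alternatives in edgeR, DESeq2 and limma, the adjusted p ran from 0.674 to 0.968 for Anpep, from 0.403 to 1.00 for Actc1 and from 0.398 to 1.00 for Rgs5.

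The similarity difference of 0.0238 reversed to -0.0190 over genes with a mean CPM of 100 or more (exact permutation p 0.5), and the cause was not tested. Without thinning, with log2(CPM + 10), with Spearman correlations, without clusters 1 and 6, with the plate as unit and without each strain it stayed between 0.0184 and 0.0367. Matrix genes between fibroblast clusters moved from percentile 100 to 97.4 without clusters 1 and 6 and to 96.7 for collagen genes alone. Between mural clusters the percentile of 90.9 ran from 35.5 (without Cspg4dsRED) to 100 (without C57BL6, and over genes with a mean CPM of 10 or more). Index sharing by column alone left 6 pairs of 16. For single plates in place of C57BL6, heart_316s had 1.20% of cells in cluster 1, 38.6% in cluster 5 and 0% in each of clusters 6, 7 and 8, where 0 of 251 cells allows up to 1.20%. Plate heart_203s had 26.4% in cluster 5 and 10.0% in cluster 8. The immediate early gene values kept their sign under every alternative, though averaging over genes took cluster 3 from 0.22 to 0.01 and averaging the CPM of cells took it to 0.36.

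The sums of cluster 6 in C57BL6 and Acta2GFP rested on 3 cells each, and edgeR recovered 2.06% of the changed genes in the simulated sums of that comparison. With a 10-fold lower dispersion and the same library sizes it recovered 64.3%. No simulation changed the depth.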

Other observations

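Chosen only after the result was seen were the test of counts against gene length, the test of DESeq2 on other splits, the scan of all stretches of neighbouring genes, the restriction of the Actc1 test to 2 strains, the test without nearby source wells, and the shuffles of wells within blocks of rows. What each test should show was written down for the others beforehand, but apart from the 2-fold difference of immediate early genes and the shuffles within blocks, the limits at which a value counted for or against an explanation were set after the values were seen.

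The counts of genes were compared with those from other splits of the same sums. In fibroblasts against mural cells 1 of 35 splits, the real one, gave as many genes in edgeR, and the largest other count was 0. For cluster 1 it was also 1 of 35, with 0 as the largest other count. Among the 8 splits that part the sums of every strain the real split was also the only 1, but 8 splits cannot exclude chance. The clusters were made from the same counts, and the other splits hold the real difference within their groups, so the splits do not test the clusters. For cluster 6 and for cluster 8 against cluster 7 it was 1 of 10 each, with 0 genes in the others, and 10 splits cannot exclude chance. For clusters 2 and 4 all 35 of 35 splits gave as many genes as the real 0, and up to 7 for cluster 4. For cluster 3 it was 10 of 10. With a real count of 0 this outcome was fixed in advance, so these splits say nothing about clusters 2, 3 and 4. Unadjusted p-values under 0.05 numbered 641, 895 and 670 for clusters 2, 3 and 4 in edgeR, and DESeq2 called 169, 387 and 184. Cluster 5 had too few strains for such splits.

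DESeq2 called more genes than edgeR in all 8 comparisons. In 37 other splits that part every strain's sums, its counts had a median of 2.58% of the real count. They reached 12.3% in fibroblasts against mural cells and 62.1% in cluster 8 against cluster 7, where 236 genes were called against 380. DESeq2 also called 64 to 189 unchanged genes in the simulated sums at the estimated dispersion, and 21 to 65 with a 10-fold lower one. Calls without a group difference and real differences missed by edgeR cannot be told apart here.

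Low counts of mural genes in fibroblasts were widespread. Rgs5 had a count in 69.2% of fibroblasts. The relation with mural wells of the same row or column held in 14 of 16 gene and plate pairs, and in 14 without source wells within 2 positions along the row or column, so spill between adjacent wells is argued against as the whole source. In 22 of 24 pairs of genes the counts of the gene itself went with its CPM more closely than those of another mural gene (median Spearman correlation 0.557 against 0.295). Mural wells lay in blocks of rows on 2 plates, which sort gates would leave. With positions shuffled only within these blocks 13 pairs still passed. Plate heart_203s had no block rich in mural wells, so its pairs do not test gates by rows. On heart_320s Rgs5, Acta2, Myh11 and Tagln all still passed, and on heart_683s Rgs5, Myh11 and Tagln did. By column alone, Rgs5, Acta2, Myh11 and Tagln also passed on heart_320s (permutation test, adjusted p 8e-05 to 0.0196). For these genes on that plate, gates by rows are argued against as the whole source. On heart_683s no gene passed by column alone. Within its block of rows poor in mural wells, Rgs5 source counts still differed by row, with 5113 for well D18 and 47 for well H18. The shuffle within blocks therefore cannot decide on gates by rows on heart_683s. Part of the relation may follow the blocks, since Acta2 on plate heart_683s no longer passed. Reads assigned to wells that share an index may therefore account for part of these counts, under the assumption that rows and columns share indexes, since the layout was not stated. By row alone 15 pairs passed and by column alone 6. Expression of these genes by fibroblasts was not excluded.

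Genes beside Cspg4 were raised in Cspg4dsRED mural cells. The neighbourhoods of Cspg4 and Pdgfrb had been looked at by eye before the scan. The stretch of 5 genes from Odf3l1 to Snupn (GRCm38 chromosome 9, 56848659 to 56983206) had a median log2 ratio of 3.80 over the mean of the other strains. This was rank 1 of 12525 stretches, and the next stretch outside the region reached 2.30, on chromosome 4, so chance among stretches is argued against. In Cspg4dsRED fibroblasts the median over Snx33, Imp3 and Snupn was 2.75, and the stretch was again at rank 1. A candidate explanation is extra copies of the region carried with the reporter transgene of this strain. No copy number was measured, and a strain or batch difference in the regulation of these genes stays open. If it holds, Cspg4 counts in this strain do not come from the native locus alone, and the fold change within Cspg4dsRED (-2.77) would be affected. Reads exchanged between wells do not account for Snupn in fibroblasts, since its 364 CPM was no lower than the 355 CPM in mural cells.

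Actc1 was higher in cluster 6 in 2 of 3 strains. Over 6 other cardiomyocyte genes the median log2 ratio of cluster 6 over clusters 7 and 8 was -3.55. In the 2 strains with higher Actc1, 5 of the 6 genes were lower in both, with a median of -2.53, while Tnnt2 was higher in both (3.13 and 2.41). RNA from cardiomyocytes would bring all of these genes, so it is argued against as the source of Actc1, with Tnnt2 as the exception. Whether the cells of cluster 6 express Actc1 and Tnnt2 was not tested, and cluster 6 rests on 3 cells each in C57BL6 and Acta2GFP. The 3 cells of C57BL6 had no count of Actc1 and high sums of both fibroblast and mural genes, and their identity is uncertain.

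Counts of abundant genes had a ceiling. None of 5324019 counts above 0 exceeded 2 reads per base of exonic length, the highest was 1.93 (AY036118), and 5066 values in 45 genes lay above 1. Reads that start at the same position on the same strand can be kept at most once each if duplicates are removed, which sets such a limit. The values are consistent with removal of duplicate reads before counting, in a test chosen after the limit was noticed. Fold changes of the most abundant genes, such as Acta2, would then be understated.

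Cluster 5 was rare in Cspg4dsRED and Acta2GFP. Cell activation during isolation was tested with immediate early genes, whose log2 ratio of cluster 5 over clusters 2 to 4 was 0.54 (0.42 in C57BL6 and 0.65 in PdgfrbGFP). The 2-fold difference written down beforehand was not reached, yet the direction was the same in both strains, so activation and another difference of cluster 5 cannot be told apart with 2 strains. The level in clusters 2 to 4 was itself higher in the strains with many cells of cluster 5, at 20607 CPM in C57BL6 and 18149 CPM in PdgfrbGFP, against 9875 CPM in Cspg4dsRED and 12470 CPM in Acta2GFP. Of the cells of clusters 2 to 5, cluster 5 held 184 beside 341 in clusters 2 to 4 in C57BL6, 49.1% in PdgfrbGFP, 4.35% in Cspg4dsRED and 2.13% in Acta2GFP. With 4 strains confounded with sort and plate no correlation was calculated. Acta2GFP also differed in digestion, to which elastase was added, and its effect on activation was not tested.

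Genes of the Y chromosome had a count in 976 of 1279 cells (76.3%), and Xist in 19 cells with 257 counts in all, of which 245 were on plate heart_683s. No explanation was tested.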
